A study of Homo sapiens with 2 samples. Its data were reported in "RFX6 facilitates aerobic glycolysis‐mediated growth and metastasis of hepatocellular carcinoma through targeting PGAM1" (2023).

How the data were processed

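Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors in MHCC-97H cells, a human hepatocellular carcinoma (HCC) cell line, that overexpressed RFX6 carrying an HA tag. RFX6 is a transcription factor of the regulatory factor X (RFX) family. Cells were fixed with formaldehyde, chromatin was sheared by sonication, and an anti-HA antibody was used for precipitation. The series holds 2 libraries, namely 1 HA-RFX6 ChIP and 1 input, and samples were grouped by their titles. The labels and the study's methods name different Illumina instruments. A processed file of the input was not analysed here, and whether the input was the control in peak calling is not stated.

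The authors called peaks with MACS, which tests for an excess of mapped reads, and analysis was done by a sequencing company. The aligner, the handling of reads that map to several places, the genome build and the annotation are not stated. The file is a peak list with 1 line per peak, giving a chromosome, a start, an end, a running name and a whole-number score, which the authors deposited without a header. What the deposited score stands for is not stated, so it was used only to rank and filter peaks within the list. Read counts, read depth and fold enrichment were not analysed here, and the depth behind each peak is unknown. Peaks came from a single ChIP library, so no replicate error could be given. Confidence intervals cover the counting of peaks or genes only.

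The list held 6214 lines. The start and end of 1 line had been written with digit separators, and these were put back together. Lines with identical chromosome, start and end were counted once, which left 5022 distinct intervals, each given its highest score. The 5019 intervals on chromosomes 1 to 22 and X were used, no interval lay on chromosome Y, and the 3 mitochondrial intervals were set aside. Coordinates are given 1-based, taking the deposited starts as 0-based as in the BED format.

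Gene names came from a RefSeq gene table of GRCh38.p14 with 59679 genes on the primary chromosomes, of which 20037 distinct protein-coding symbols were used. The build of the list was settled from the data. The intervals lay at gene ends of this table far more often than after a move of 20 kb, and no interval ended beyond the last annotated gene on any of the 23 chromosomes. The table gives no strand, transcript or exon. A promoter was therefore defined as the region within 1 kb of either end of a gene, where the plan had named start sites. The start end was known only for genes with a divergent transcript, a non-coding gene named after its partner with the suffix DT that lies beside the start of the partner. Such genes were used when longer than 5 kb and with the middle of the divergent transcript outside the gene. The divergent transcript had to lie within 5 kb of the gene and could overlap it.

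An interval was counted at a promoter when its midpoint lay in the window. The number was compared with the exact distribution for intervals placed uniformly on the same chromosome between the first and the last annotated gene, leaving out stretches of over 2 Mb without a gene as a stand-in for assembly gaps. A gene was counted as having a peak when an interval overlapped the gene or the 2 kb beside either end by at least 1 bp. A list of 68 glycolysis and gluconeogenesis genes was written from general knowledge of the pathway before the data were examined, and all 68 were found in the table. Its count was compared with 10000 random lists of protein-coding genes, each gene being replaced by a random draw from the 200 nearest in length. Ranges are the central 95% of the random values and describe this peak list. No p-value was given for the position of peaks or for gene lists, since peaks and genes are not replicates.

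Before the data were examined, the following were chosen to be named: PGAM1, ADH5, GAPDH and RFX6, the glycolysis genes with a promoter peak, the 5 intervals with the highest score, the 5 highest among promoter intervals, and the genes of a ciliary list with a promoter peak. Alternatives were a score of at least 30 (the median), merging of intervals closer than 1 kb, windows of 2 kb and 5 kb, any overlap in place of the midpoint, all annotated genes, a move of the intervals by 20 kb to each side, unmatched random lists, and assignment of genes by the nearest gene end or by a flanking window alone. The flanking window ran from 2 kb outside to 100 bp inside either gene end and had to be overlapped by at least 1 bp, so it differs from the promoter window of 1 kb. A score of at least 20, the counting of every line, and keeping the gene-free stretches were added after the data were seen. The motif search, the GC-matched placement and the removal of repeat-masked peaks need a genome sequence and were not run. The calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots in matplotlib 3.10.9. Wilson intervals at 95% were used for shares.

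The procedures were tested on simulated data. Of 40 simulated lists of 5019 uniformly placed intervals, 37 gave a promoter count inside the 95% range. With 50% of intervals planted at gene ends, the recovered count was on average 0.999 of the expected one. The planted positions lay inside the counting window, so this checks the counting only. For 40 random lists of 60 genes drawn from 20037, the mean percentile was 46.5, which does not test the lower tail.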

Results

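To locate RFX6 on chromatin in HCC cells, a ChIP-seq peak list of HA-RFX6-overexpressing (RFX6-OE) MHCC-97H cells was examined. It came from 1 ChIP library. The series also holds 1 input library, and whether it served as the control in peak calling is not stated. There were no replicates, and the read depth was unknown. The list contained 6214 lines and 5022 distinct intervals, of which 5019 lay on chromosomes 1 to 22 and X. Together the latter covered 1660 kb. Their median width was 272 bp, with quartiles of 222 and 382 bp and a range from 200 to 2055 bp. The authors' score had a median of 30, with quartiles of 22 and 39, and ranged from 13 to 170. Of the 5022 intervals, 4097 were listed once and 925 were listed more than once, up to 9 times. Among the 925, 507 carried different scores on their lines and 418 carried a single score.

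The first question was where the RFX6 peaks lay relative to genes. The midpoints of 3054 of the 5019 intervals were within 1 kb of an end of a protein-coding gene, which was 60.8% (95% Wilson interval 59.5% to 62.2%). Uniform placement on the same chromosomes would give 159 such intervals on average, with a 95% range from 135 to 183. The observed number was thus 19.2-fold higher and outside the range. Among the alternatives, the widest window moved the ratio most, as within 5 kb it was 5.81-fold. When the intervals were moved by 20 kb, 384 (7.65%) were within 1 kb of an end in the downward direction and 407 (8.11%) in the upward direction, and the ratio to their mean was 7.72. A further 1375 intervals (27.4%, 26.2% to 28.6%) lay inside a protein-coding gene but farther than 1 kb from its ends. The remaining 590 intervals (11.8%, 10.9% to 12.7%) lay outside protein-coding genes and farther than 1 kb from them. The median score was 32 in the first class, 28 in the second and 27 in the last. The median distance from the midpoint of an interval to the nearest protein-coding gene end was 473 bp.

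**Figure D1:**
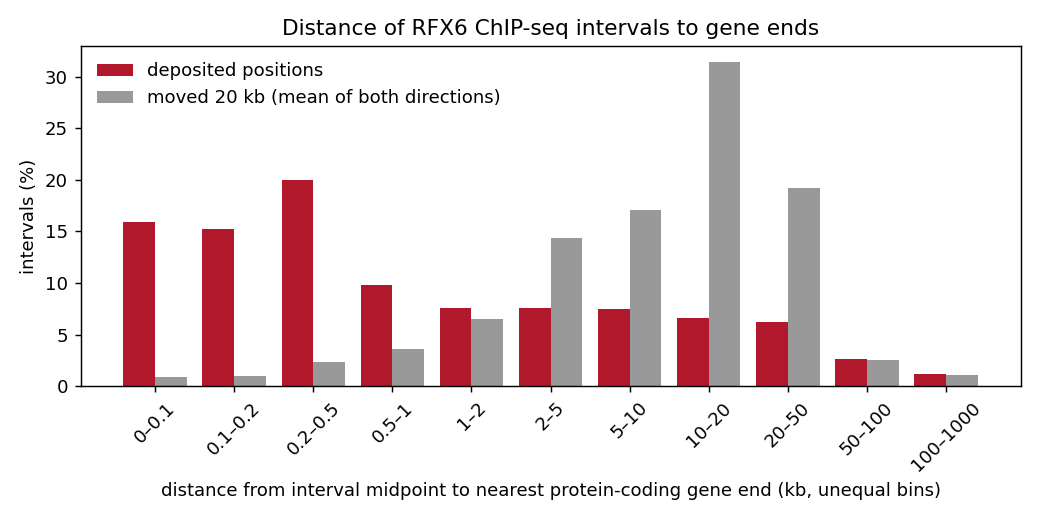
Percentage of the 5019 intervals (vertical axis) by distance in kb from their midpoint to the nearest end of a protein-coding gene (horizontal axis, bins of unequal width), for deposited positions (red) and for the mean after moving all intervals by 20 kb in either direction (grey). The bins up to 1 kb hold 60.8% of the deposited intervals. The grey maximum at 10 to 20 kb follows from moving intervals that began at gene ends.

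Next, the start and the far end of genes were compared where the start could be told from a divergent transcript. Among 519 such genes, 95 had an interval within 1 kb of the start (18.3%, 15.2% to 21.9%), whereas 4 had an interval within 1 kb of the far end (0.771%, 0.300% to 1.96%). The confidence intervals did not overlap, and 1 gene had both.

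The intervals with the highest scores were then inspected. The highest score, 170, belonged to an interval of 319 bp on chromosome 12 from 6613995 to 6614313 (GRCh38). It overlapped the non-coding gene LOC105369631, and its midpoint was 4680 bp from the nearest end of a protein-coding gene. The following intervals were also the top 4 among promoter intervals. An interval on chromosome 8 from 42052148 to 42052449 had a score of 126 and overlapped KAT6A-AS1. Its midpoint lay 311 bp from an end of KAT6A. At OGG1, the interval on chromosome 3 from 9749542 to 9750323 had a score of 118. At LRP6, the interval on chromosome 12 from 12266805 to 12267510 had a score of 113. At PAIP1, the interval on chromosome 5 from 43556702 to 43557539 had a score of 106. The promoter interval ranked next was at MAP7, on chromosome 6 from 136550162 to 136550614, with a score of 105.

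The study took PGAM1, ADH5 and GAPDH as candidate RFX6 targets in glycolysis, so the peaks at these genes were examined. The study had picked these genes from those annotated to its ChIP-seq peaks, crossed with a glycolysis pathway set. Finding an interval at each was therefore largely fixed in advance and is not independent support. All 3 had at least 1 interval overlapping the gene or the 2 kb beside it. At PGAM1, an interval of 201 bp on chromosome 10 from 97426020 to 97426220 spanned the low-coordinate end of the gene and also overlapped LOC644215. It was listed on 2 lines with an identical score of 26, below the median of the list. By score it ranked 3313 of 5019 (percentile 33.6), tied ranks being given the highest place. The next interval, from 97445673 to 97445928, had a score of 50 but lay within EXOSC1, 12228 bp beyond the other end of PGAM1 and within 1 kb of ends of EXOSC1 and ZDHHC16. At GAPDH, 2 intervals were found on chromosome 12. The interval from 6534363 to 6534729 spanned the low-coordinate end of GAPDH, with scores of 33 and 22 on its lines. The interval from 6533608 to 6534287 lay 229 bp outside the same end, within GAPDH-DT, with scores of 33 and 24. The highest score of each was at percentile 58.3.

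At ADH5, in contrast, the only interval within 25 kb lay inside the gene and away from both ends. It was 1324 bp wide, on chromosome 4 from 99074483 to 99075806, with a score of 57 (percentile 92.2). It was 3505 bp from the low-coordinate end and 12982 bp from the high-coordinate end. Thus PGAM1 and GAPDH, but not ADH5, had an interval at a gene end in this list. Whether the ADH5 interval was exonic or intronic could not be told, since the gene table used here gives no exons. With a score of at least 30, PGAM1 had no interval and 2 of the 3 genes remained. At RFX6 itself, which was expressed from a plasmid, no interval was found within 25 kb of the gene on chromosome 6.

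**Figure D2:**
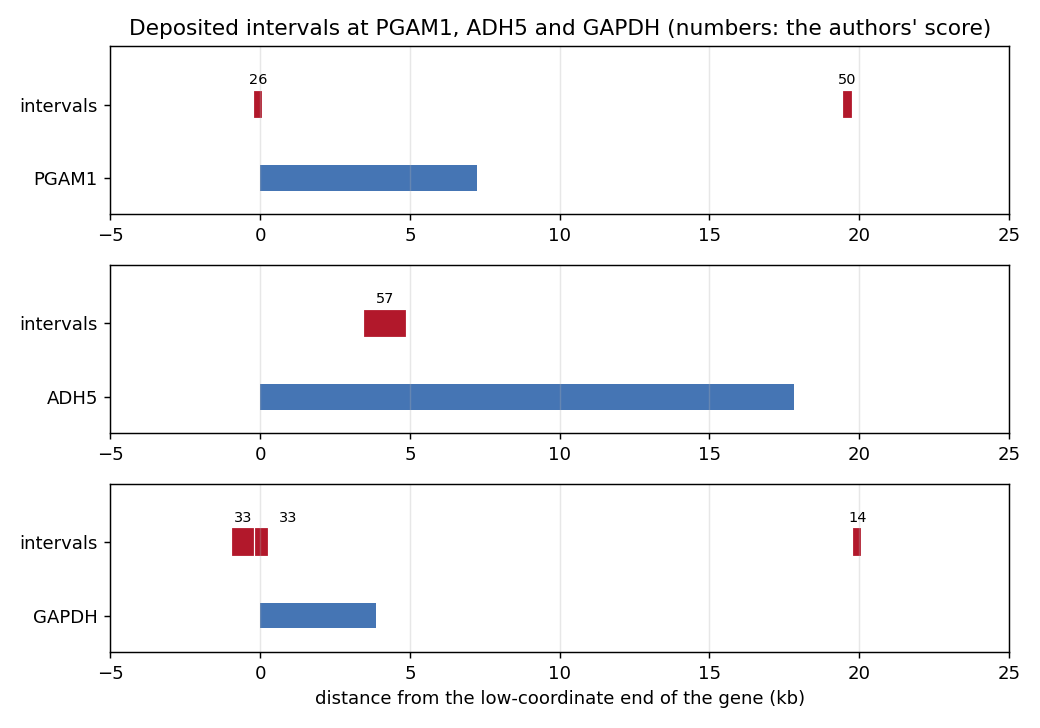
Deposited intervals (red) at PGAM1, ADH5 and GAPDH (blue, extent of the gene), drawn to scale against the distance in kb from the low-coordinate end of each gene; the numbers are the authors' scores, the highest where an interval had several lines. The intervals at PGAM1 (26) and GAPDH (33 and 33) touch or adjoin the low-coordinate end, and the ADH5 interval (57) begins 3505 bp inside the gene.

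To examine glycolysis as a pathway, the list of 68 glycolysis and gluconeogenesis genes was compared with other genes. An interval overlapped 7 of the 68 genes or the 2 kb beside them (10.3%), compared with 4064 of all 20037 protein-coding genes (20.3%). Random lists matched on gene length gave 14.3 genes on average, with a 95% range from 8 to 21. The glycolysis list was at percentile 1.03 of these lists, and its number was therefore below the range. Each gene of a random list was drawn independently. Genes of the glycolysis list that lie side by side were not allowed for, so the range may be too narrow. The number moved most when an overlap was required with the flanking window, from 2 kb outside to 100 bp inside either gene end, namely to 3 genes against 9.70 on average in random lists (range 5 to 16). For scores of at least 30, the list had 5 genes and fell inside the random range of 4 to 15. For scores of at least 20, it had 7 genes and was at the lower limit of the random range, 7 to 19.

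Within 1 kb of a gene end, 5 glycolysis genes had an interval, against a mean of 10.97 and a range from 5 to 17 in random lists, so that the list was at the lower limit of the range. These were PGAM1, GAPDH, PKLR, PFKM and FBP2. The PKLR interval, on chromosome 1 from 155308937 to 155309193 with a score of 34, lay 282 bp outside PKLR and overlapped FDPS. The PFKM interval, on chromosome 12 from 48105687 to 48106235 with a score of 36, overlapped both PFKM and SENP1, and ends of both genes were within 1 kb. By the nearest gene end, both intervals went to a neighbouring gene, and PKLR and PFKM are the genes by which that count (5) fell short of 7. The FBP2 interval, on chromosome 9 from 94559198 to 94559397 with a score of 39, lay inside FBP2 and PCAT7, 478 bp from an end of FBP2. The other genes of the 7 were ADH5 and HK1, whose interval of score 25 (chromosome 10 from 69318791 to 69318999) lay 48791 bp inside the gene.

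Finally, the chromosomes were compared. Across all chromosomes, 3100 of 20037 protein-coding genes (15.5%) had an interval within 1 kb of an end. The share was highest on chromosome 9, with 188 of 778 genes (24.2%, 21.3% to 27.3%), and on chromosome 15, with 142 of 617 genes (23.01%, 19.9% to 26.5%). It was lowest among the chromosomes with an interval on chromosome X, with 25 of 848 genes (2.95%, 2.005% to 4.32%), on chromosome 4, with 38 of 770 genes (4.94%, 3.62% to 6.70%), and on chromosome 13, with 19 of 338 genes (5.62%, 3.63% to 8.61%). On chromosome Y, 0 of 63 genes had an interval, and the Wilson interval reached 5.75%. The chi-square statistic of these shares was 463. When genes were dealt to chromosomes at random 10000 times, its median was 22.3 and its maximum 60.03. The differences between chromosomes were thus larger than the random deals gave.

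**Figure D3:**
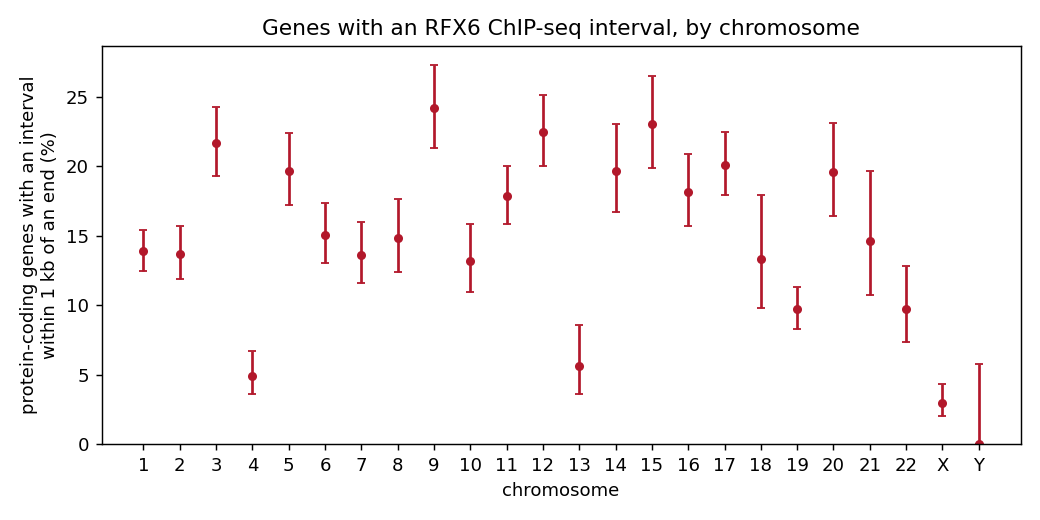
Percentage of protein-coding genes with an interval within 1 kb of either end (vertical axis) on each chromosome (horizontal axis); points are shares and bars are 95% Wilson intervals. Chromosomes 4 (4.94%), 13 (5.62%) and X (2.95%) lie below the other chromosomes with an interval, and no interval was found on chromosome Y.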

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

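The share of intervals at promoters, 60.8%, was nearly the same after merging intervals closer than 1 kb. It rose to 66.5% for scores of at least 30, 62.8% for scores of at least 20, 68.4% within 2 kb, 76.0% within 5 kb, 62.6% with any overlap, 65.4% with all annotated genes and 63.9% when every line was counted. Wider windows and more genes raise the share by construction.

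The ratio to random placement, 19.2, stayed above 1 in all alternatives. It was 21.4 for scores of at least 30, 19.98 for scores of at least 20, 20.1 when every line was counted and 20.6 with gene-free stretches kept. It was 17.2 with any overlap, 11.4 within 2 kb, 5.81 within 5 kb, 8.74 with all annotated genes and 7.72 against the intervals moved by 20 kb. The last comparison keeps the intervals in gene-rich regions, where other gene ends are close.

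The number of glycolysis genes with a peak was 7, and 3 when only the flanking window (2 kb outside to 100 bp inside either end) was counted. The latter window is smaller by construction. It was 5 for scores of at least 30 and 5 by nearest gene end. The list was below the 95% range of random lists with unmatched lists, with the flanking window only, by nearest gene end and after merging. It was inside the range for scores of at least 30, and at the lower limit for scores of at least 20 and for midpoints within 1 kb of a gene end (5 genes, range 5 to 17). Of PGAM1, ADH5 and GAPDH, 3 had a peak in the main count, 2 with the flanking window only (ADH5 dropped out) and 2 for scores of at least 30 (PGAM1 dropped out).

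No paired analysis was possible because there was 1 ChIP library, 1 peak list and no replicate. For the same reason, leaving out a replicate was not an option. The motif search, the GC-matched placement and the repeat filter were not run, as no genome sequence was used here. Without read depth, a gene without an interval cannot be told from a gene with too few reads.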

Other observations

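Of the tests below, those of the ciliary list, of the broadly expressed families and of the chromosome-matched lists were set out before their result was seen. The tests of chromosomes, repeated lines, line order, scores, distant intervals and tRNA genes were chosen after the pattern had been noticed.

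The deposited list may have been saved from a table sorted by gene. It was in no order of position, yet 27.5% of consecutive distinct intervals lay within 100 kb of each other. The highest value in 100 shuffled orders was 0.159%, and sorting by position gave 52.5%. A limit to intervals within 100 kb of a gene was not found, since 3 intervals were farther than that from every annotated gene. Whether peaks were dropped by another rule on the way stays open, so the promoter share describes the list and not necessarily all peaks called.

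The repeated lines appear to be of different kinds. Intervals repeated with different scores had a median width of 558 bp, compared with 260 bp (quartiles 217 and 335) for intervals listed once. This is consistent with several summits called within 1 wide peak. Intervals repeated with a single score had a median width of 270 bp, slightly above that of intervals listed once and inside their quartiles. This argues against several summits as the explanation for most of them. Repeated lines at 1 gene, as at PGAM1, may come from joining peaks with an annotation, but this was not tested. A count of lines overstates the number of intervals by 1192. No biological explanation was tested.

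The lowest score in the list was 13, and 238 lines had it. If the score is the whole part of −10 log10 of the q-value, as MACS writes it, this floor is what a q threshold of 0.05 would give. A threshold of 0.01 would give a floor of 20, but 1022 lines (16.4%) scored below 20. The list thus may have been called at a looser threshold than the study's methods state, or the score may be another quantity. The scores alone cannot exclude the latter. With this reading, the PGAM1 interval (score 26) would pass either threshold.

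A candidate explanation for the position of the intervals is that they mark promoters of broadly expressed genes. Of 430 protein-coding genes in 12 families of the ribosome, proteasome, respiratory chain, RNA polymerase, splicing and translation machinery, chosen by symbol prefix, 105 (24.4%) had an interval within 1 kb of an end. Random lists matched on length had 63.4 on average, a 95% range from 49 to 78 and a highest count of 98. The families were therefore at percentile 100 of 10000 lists. Ciliary genes, a known class of RFX family targets, showed no such surplus. Of 58 ciliary genes found in the table out of 60 listed, 9 (15.5%) had an interval, against 9.67 on average and a range from 5 to 15, which was percentile 42.0. The 9 were ALMS1, B9D1, BBS4, BBS5, DYNC2H1, IFT74, IFT81, IFT122 and MKS1. A surplus smaller than this range would not have been seen. No list of targets of RFX6 itself was tested, so the ciliary result does not tell whether the intervals follow RFX6. An effect of RFX6 on broadly expressed genes and a general affinity of precipitated chromatin for open promoters both stay open. A precipitation without HA-tagged RFX6, which would separate them, was not analysed here.

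Intervals were also seen beside tRNA genes. There were 14 intervals within 1 kb of a tRNA gene, touching 16 of 443 such genes, compared with 1 and 0 after moves of 20 kb down and up. After leaving out those near protein-coding gene ends, 10 remained, compared with 0 and 0 after the moves, which argues against neighbouring protein-coding genes as the cause. At snoRNA genes, 8 intervals compared with 7 and 8 after the moves, and at 154 snRNA genes 1 compared with 1 and 1. After leaving out those near protein-coding gene ends, 0 remained at snoRNA genes, compared with 1 and 3 after the moves. At snRNA genes 0 remained, compared with 1 and 0. Neither of these classes thus showed a surplus. Since tRNA genes are transcribed by another polymerase, the pattern may point to open chromatin in general, as a hypothesis that rests on the tRNA genes alone. Reads shared between tRNA copies were not examined.

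The low number of glycolysis genes was unlikely to come from the chromosomes that carry them. On chromosomes 4, 13 and X, where few genes had an interval, 12 of the 68 genes are located. Yet among random lists matched on both chromosome and length, the glycolysis list was still at percentile 1.29, with 7 genes against 13.9 on average and a range from 8 to 20. Many members of the list are restricted to certain tissues, and this was not tested. HK1, PKLR, PFKM and FBP2 had an interval here in addition to the genes the study named, and the rule by which the study assigned peaks to genes is not known. The study described enrichment at the promoters of PGAM1 and ADH5. In its follow-up by ChIP and semiquantitative polymerase chain reaction, it reported binding at the PGAM1 promoter site but not at the ADH5 one. It also ran ChIP with quantitative polymerase chain reaction in Huh7 cells. In its luciferase reporter assay, mutation of the putative PGAM1 site removed the response to RFX6. Whether the PGAM1 interval covers the tested site was not examined here. In the list analysed here, of PGAM1 and ADH5, only PGAM1 had an interval at a gene end. Enrichment below the calling threshold at ADH5 is not excluded by this. The result says nothing on whether PGAM1 is a target. The list was not below the random range in 3 settings, being inside it for scores of at least 30 (5 genes, range 4 to 15) and at its lower limit for scores of at least 20 (7 genes, range 7 to 19) and for midpoints within 1 kb of a gene end (5 genes, range 5 to 17).

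The differences between chromosomes may reflect DNA copy number in MHCC-97H cells, since more template gives more reads at equal enrichment. Across the 23 chromosomes with an interval, the share of genes with an interval tended to be higher where the median score was higher, with a Spearman rho of 0.41 (two-sided permutation p = 0.053, adjusted 0.053) and a Pearson r of 0.51 (permutation p = 0.016, adjusted 0.032). These 2 coefficients formed the family for adjustment. Without the 2 chromosomes farthest from the median share, X and 4, r was 0.64. Chromosome 4 goes against the relation, with a low share (4.94%) but a median score of 32, above the median of 30 of all intervals. Chromosome 13 goes with the relation, with a share of 5.62% and the lowest median score, 22, from 20 intervals. How far the coefficients rest on chromosome 13 was not calculated. The r of 0.64 left out chromosome 4 but kept chromosome 13, so it does not show that the relation is stable. Chromosomes are not independent samples, and read depth of the input was not analysed here. Different kinds of genes on the chromosomes are the other explanation. Among the 430 genes of the broadly expressed families alone, the chi-square over chromosomes was 26.4, inside the random range (upper limit 38.0). However, only 35.9% of 2000 simulated family sets with the chromosome ratios of all genes exceeded that limit. The explanations cannot be told apart here, as these genes are too few and the list carries no depth.

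On mitochondrial DNA, 3 intervals were listed, from 10121 to 10395 (score 52), from 11299 to 11637 (score 45) and from 13234 to 13548 (score 47). These scores were above the median of 30 of the nuclear intervals. No explanation was tested.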
